# Identification of Potential Key circRNAs in Aged Mice With Postoperative Delirium

**DOI:** 10.3389/fnmol.2022.836534

**Published:** 2022-04-14

**Authors:** Wei Ran, Ning Liang, Ruixue Yuan, Zhiqiao Wang, Jin Gao

**Keywords:** circRNA, microarray, postoperative delirium, aging, cognitive

## Abstract

Postoperative delirium (POD) is a common postoperative complication in elderly patients and seriously affects postoperative recovery. The exact mechanism of POD is still unclear. Therefore, it is necessary to explore the mechanism of POD in transcriptional regulation. At present, circRNAs have been proven to play an important role in a variety of mental health and cognitive disorders, such as Alzheimer’s disease, depression and schizophrenia. To reveal the effect of circRNA on POD, we used microarray to analyze the differential expression profiles of circRNAs in the hippocampus of 12-month-old mice between the tibial fracture and control groups. A total of 1,4236 circRNAs were identified. Compared with the control group, there were 500 circRNAs with increased expression and 187 with decreased expression. The accuracy of the microarray data was further verified by qRT–PCR. Finally, GO enrichment and KEGG pathway analyses indicated that changes in axon orientation, ubiquitin-mediated proteolysis, glutamate synapses, the estrogen signaling pathway, the RAS signaling pathway and other systems may be important potential pathological mechanisms in the progression of POD. In particular, we found that the *HOMER1* gene and its transcript mmu_circRNA_26701 are specifically expressed in the glutamate synapse, which may provide new clues and intervention targets for the progression of this refractory disease.

## Introduction

Postoperative delirium (POD) is a common postoperative complication in elderly patients (Mahanna-Gabrielli et al., 2019), especially in heart and orthopedic surgery (Naeije and Pepersack, 2014; Quan et al., 2019; Eckenhoff et al., 2020; Majewski et al., 2020; Yang et al., 2020). POD can accelerate the trajectory of cognitive decline (Needham et al., 2017) and increase the mortality rate in the first year after surgery (Davis et al., 2017). It is associated with an increased risk of Alzheimer’s disease (AD) (Koster et al., 2012; Inouye et al., 2016; Yang et al., 2020), which brings new challenges to our aging society and represents a major burden on families and the health care system (Dziegielewski et al., 2021).

Previous studies have suggested that POD patients and AD patients have very similar pathogenic and pathophysiological mechanisms (Lu et al., 2019; Huang et al., 2020). However, the exact pathogenesis of POD is still unclear. This may be related to central nervous system inflammation, blood–brain barrier disruption, endoplasmic reticulum stress, mitochondrial damage, cholinergic system disorder, BDNF decline, amyloid beta accumulation and tau protein hyperphosphorylation (Wang et al., 2017; Netto et al., 2018; Ni et al., 2018; Ye et al., 2020). In recent years, many studies have found that abnormal circRNA expression is closely related to cognitive dysfunction observed in various mental health diseases, such as AD (Ma et al., 2020; Mehta et al., 2020). However, we cannot directly obtain the hippocampal tissue of POD patients in clinical practice, so it is important to explore the effect of circRNA on POD in animal models. At present, there are few studies investigating circRNAs and their functions are not fully understood. Our study attempts to provide a preliminary assessment for the potential role of circRNAs in the progression of POD.

In recent years, studies on the regulation of gene transcription in POD have increased. Gao et al. (2020) analyzed the differential expression profile of circRNAs in the blood of POD patients and found that circRNAs are involved in the regulation of development processes, cell adhesion and nervous system development and are enriched in the MAPK signaling pathway and RAS signaling pathway. Wu W. et al. (2021) analyzed the expression of circRNAs, miRNAs and mRNAs in the prefrontal cortex by NGS sequencing technology and believed that neuroinflammation was the main pathological mechanism of POD. Wu Y. Q. et al. (2021) used microarray and Cytoscape analysis to predict that the HUB genes Egfra and Prkacb regulate POD progression.

However, there are still few studies on the involvement of circRNAs in the pathogenesis of POD. We used microarray technology to analyze the differential expression profile of circRNA in the hippocampus of 12-month-old mice, which may provide new insights for research on the progress and intervention targets of circRNA on POD in aged mice.

## Materials and Methods

### Animals

This experiment was carried out in accordance with the Guidelines for the Care and Use of Experimental Animals and approved by the Animal Ethics Committee of the First Affiliated Hospital of Chongqing Medical University. Eighteen 12-month-old male C57BL/6J mice were purchased from the Animal Experimental Center of Chongqing Medical University (Chongqing, China), weighed 30–35 g, and were group-housed with standard rodent chow for 1 week (control, surgery; temperature 25°C, humidity 55%, 12-h light/dark cycles). All the animals were used for behavioral studies, and the survival rate following surgery was 100%. The success rate of modeling was 88.9% (one sample in the surgery group was excluded from the study due to modeling failure). The six samples in the microarray chip analysis were selected randomly from the successfully modeled control group and the experimental group. Another six samples were also randomly selected from the two groups for histological analysis. Investigators who performed surgery on the animals were not blinded to the treatment groups and collected samples, which were then analyzed by other investigators who were blinded to the specific treatment.

### Animal Model of Postoperative Delirium

Intramedullary nail fixation of tibial fracture on the left hind leg was performed under isoflurane anesthesia (2% isoflurane induction, 1.5% maintenance; Baxter International, Deerfield, IL, United States) and subcutaneous butylphenol analgesia (0.1 mg/kg, Jiangsu Hengrui Pharmaceutical Co., LTD., Lianyungang, China). Details were as follows: the temperature was maintained with a heating pad, all mice were fixed in the supine position after successful anesthesia, the left hind leg was disinfected with povidone iodine 3 times after skin preparation, and a longitudinal incision of approximately 1 cm was made in the middle and upper tibia of the left hind leg to fully expose the tibia. Osteotomy was performed in the middle part of the tibia, and then a 0.38 mm diameter sterile steel needle was inserted into the tibial medullary cavity. The end of the steel needle was cut at the level of the tibial plateau. After rinsing the incision, the wound was closed with 5-0 nylon sutures, the maintenance of anesthesia was stopped, and the mice were placed back into the cage to wake up naturally. All surgeries were completed within 15 min. To eliminate the effects of anesthesia and analgesia on cognition, mice in the control group received the same dose of anesthesia and analgesia.

### Fear Conditioning Test

The fear conditioning test (FCT) is designed to identify how animals learn and remember unpleasant experiences related to the environment. Sound and light are commonly used as conditioned stimulus (CS), while aversive stimuli (such as electric shocks to the feet) are used as unconditioned stimuli (US). These two types of stimulation appeared in pairs during the test. The animals were able to make CS-US connections between the shock and the environment in addition to the connection between the sound and the shock. Our experimental design was slightly modified on the basis of previous studies (Wei et al., 2017; Li et al., 2019; Xiang et al., 2019). The mice were put into the test chamber on the preoperative day and 30 min before surgery (9:00 am). After 3 min of free exploration, the mice received three pairs of sound stimulation (5,000 Hz, 80 dB and 30 s) and electric shock stimulation (0.8 mA, 2 s). The sound should precede the shock, with an interval of 58 s between the two stimuli. The Panlab fear condition device was used to record the freezing time of mice in both contextual and cued tests, and all data were analyzed by PACKWIN v2.0.05 (Šmidák et al., 2016; Tishkina et al., 2016).

Contextual and cued tests were performed at 09:00 am on Day 3 after surgery. In the contextual test, mice were allowed to explore without the stimulation of sound and electric shock for 5 min; 2 h later, mice were placed in a different environment from the preoperative training environment (internal color change). After a 3-min exploration, the mice were given the same sound stimulation (5,000 Hz, 80 dB and 30 s) but no electric shock. The interval between the two stimulations was still 58 s. The box was wiped with alcohol to ensure that the next animal will not be affected by the smell of the previous mice; all tests were performed with the same equipment and analyzed by the same software.

### Open Field Test

The open field test (OFT) was used to evaluate the anxiety and activity levels of the experimental animals. Mice were placed in the same corner of the experimental box (45 cm × 45 cm × 60 cm, length × width × height) as in previous studies (Akillioglu et al., 2012; van Zyl et al., 2016; Zeldetz et al., 2018). During the 3-min test, the activity data of mice (the residence time and distance of mice in the central and marginal zone) were recorded by a digital camera, and the data were analyzed by Panlab SMART 3.0.

### Immunochemistry Analysis

The hippocampal tissue was fixed in 4% formaldehyde, followed by regular dehydration, transparent paraffin embedding, sectioning, and dewaxing. After hematoxylin & eosin HE staining, further dehydration, transparency, and sealing, the slides were analyzed under a light microscope (100×; Leica DM2000, Germany).

### RNA Extraction

The hippocampal tissues of the surgery and control group mice were harvested on Day 3 after surgery and stored at −80°C until use. Total RNA was extracted from the hippocampal samples of both groups using TRIzol reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. The OD260/OD280 ratio of each sample ranged from 1.95 to 2.07, and the OD260/OD230 ratios were greater than 1.9, indicating good RNA quality (Supplementary Figure 2).

### Quantitative Real-Time PCR

qRT–PCR was performed using the TAKARA PrimeScript RT reagent Kit TRR037A reverse transcription polymerase chain reaction system (TAKARA, Japan) according to the manufacturer’s instructions. The specific primer pairs used in this study are listed in Table 1. Relative gene expression was calculated using the 2^–ΔΔCt^ method, and β-actin mRNA was used as a normalizer gene. All experiments were performed in triplicate.

**TABLE 1:** The forward and reverse primers for qRT-PCR.

Gene	Primers	Sequence (5′–3′)
mmu_circRNA_32003	Forward primer	TCATCAGATTTGCCAGGTTTG
	Reverse primer	GCCCAGTAACACTTGTAACTCAGA
mmu_circRNA_016934	Forward primer	ATGCCAACAAGCACCTAGTCC
	Reverse primer	GGGAAGCAACTTGGAAGAATG
mmu_circRNA_32141	Forward primer	TGACAAGGGTCCGAACAGTG
	Reverse primer	TATCCTGGTGACAGCTATCTTCC
mmu_circRNA_29678	Forward primer	TATCCTGGTGACAGCTATCTTCC
	Reverse primer	GGATGAGTCTTGGTGGAGAGTTC
mmu_circRNA_22546	Forward primer	GGATGAGTCTTGGTGGAGAGTTC
	Reverse primer	GTTGTCGGAGTTGGAGAAGC
mmu_circRNA_29619	Forward primer	TTGTGTCTGTGATCTATGCCTGTG
	Reverse primer	CCGAGACGCAGTAGTAACAATCC
mmu_circRNA_29301	Forward primer	ACACCAGCCTTAAAGTACCAACAG
	Reverse primer	CGGCTACTCCCAATCTTCCTC
mmu_circRNA_009489	Forward primer	CGGCTACTCCCAATCTTCCTC
	Reverse primer	TGCATGGTCATAGTCTGAGGG
mmu_circRNA_40568	Forward primer	TGCATGGTCATAGTCTGAGGG
	Reverse primer	GCTGCTTGATTCGCAACTTC
mmu_circRNA_31992	Forward primer	GCTGCTTGATTCGCAACTTC
	Reverse primer	CATAGCTTGTTGTCTTCAGCACTG
mmu-circRNA_26701	Forward primer	GCATTGCCATTTCCACATAGG
	Reverse primer	GTGCTGAAGATAGGTTGCTCCC
Homer1	Forward primer	TTCTCCTCTGAGCATCATCTTTC
	Reverse primer	TCGTCTGTCCCATTGATACTTTC
β-actin	Forward primer	GTGGCCGAGGACTTTGATTG
	Reverse primer	CCTGTAACAACGCATCTCATATT

### Microarray

We randomly selected 3 pairs of hippocampal samples from the surgery group and the control group for microarray analysis. Total RNA from each sample was quantified using a NanoDrop ND-1000. Sample labeling and array hybridization were performed according to the manufacturer’s protocol (Arraystar Mouse circular RNA Mcrioarray V2.0). Briefly, total RNA was digested with RNase R (Epicenter, Inc.) to remove linear RNAs and enrich circular RNAs. Then, the enriched circular RNAs were amplified and transcribed into fluorescent cRNA utilizing a random priming method (Arraystar Super RNA Labeling Kit; Arraystar). The labeled cRNAs were purified by an RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by a NanoDrop ND-1000. One microgram of each labeled cRNA was fragmented by adding 5 μl 10 × Blocking Agent and 1 μl of 25 × Fragmentation Buffer and then heated at 60°C for 30 min. Finally, 25 μl 2 × Hybridization buffer was added to dilute the labeled cRNA. Fifty microliters of hybridization solution was dispensed into the gasket slide and assembled onto the circRNA expression microarray slide. The slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed and scanned using the Agilent Scanner G2505C.

### Data Analysis

The collected array images were analyzed by Agilent feature extraction software (version 11.0.1.1). Quantile normalization and subsequent data processing were performed using the R software limma package. After quantile normalization of the raw data, circRNAs for which 2 out of two samples had flags in Present or Marginal (“All Targets Value”) were chosen for further data analysis. Fold change filtering was employed for identification of differentially expressed circRNA between the two groups. Gene ontology (GO) and KEGG pathway enrichment analyses were conducted through the standard computation method. Gene ontologies are organized into a hierarchy structure of annotation terms to promote analysis and interpretation at different levels. The top-level ontologies are biological process, cellular component, and molecular function. Thus, GO database analysis was employed to reflect genetic regulatory systems based on the differentially expressed circRNAs in the biological process, cellular component and molecular function classification. KEGG database analysis was applied to identify the potential key pathways related to the differentially expressed genes. When comparing the contour differences between the two groups, the “fold range” (i.e., the ratio of the group averages) for each circRNA between the groups was calculated. The statistical significance of the difference was conveniently estimated by *t*-test. The circRNAs with fold changes greater than or equal to 1.3 and a *p*-value ≤ 0.05 were chosen as the significant differential expression. The microarray analysis was performed by KangChen Biotech (Shanghai, China).

### Statistical Analysis

Statistical analysis was performed by GraphPad Prism 8.3.0 (GraphPad, La Jolla, CA, United States). All data are expressed as the mean ± SEM. The difference between the two groups was tested by double-tailed Student’s *t*-test, and *P* < 0.05 was considered statistically significant.

## Results

### Tibial Fracture Induced Cognitive Impairment in Aged Mice

Experimental procedures and the design of the fear conditioning test (FCT) are shown in Figures 1A,B. There was no significant difference in FCT freezing time between the two groups during training 1 day and 30 min before surgery (*P* > 0.05), as shown in Figure 1C. In the open field test (OFT), which was conducted on the third day after surgery, there was no significant difference in walking distance between the two groups (*P* > 0.05), but mice in the surgery group spent significantly less time in the central area of the arena (*P* < 0.05), as shown in Figures 1D1,D2. On the third day after surgery, the freezing time of mice in the surgery group was significantly decreased (*P* < 0.05), while there was no significant difference in the freezing time of mice in the two groups during the cued test (*P* > 0.05), as shown in Figure 1E. HE staining of the hippocampus of the two groups of mice indicated that in the surgery group, neurons in the hippocampal CA1 and DG areas were pyknotic and formed neurofibrillary tangles, as shown in Figure 1F. These data suggest that mice developed cognitive impairment on Day 3 after intramedullary nailing for tibial fractures.

**FIGURE 1:**
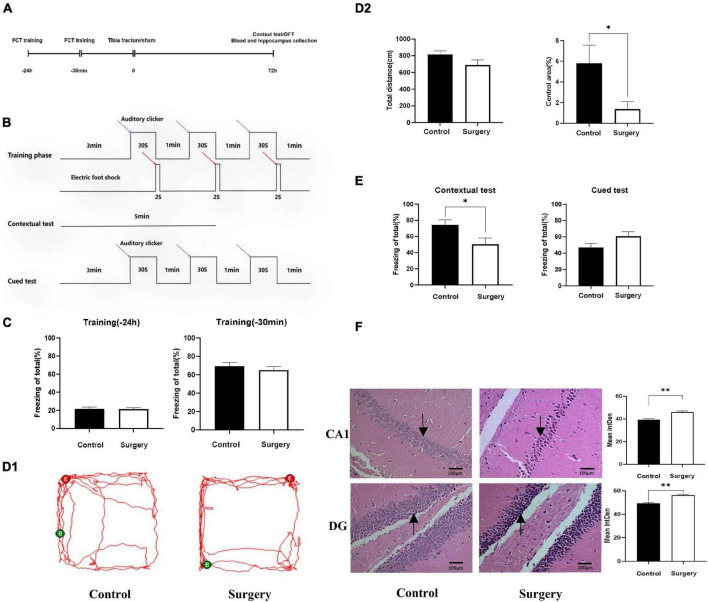
Cognitive disorder induced by tibial fracture in aged mice. **(A)** Experimental design. **(B)** FCT experimental design. **(C)** Preoperative FCT training. **(D1)** Mice trajectory, Green (B) and Red (E) indicate starting and ending point. **(D2)** Travel distance and proportion in central area. **(E)** Contextual test and cued test. **(F)** HE staining, black arrow: neurons contracted and nerve fiber tangles. Data are presented as Means ± SEM, analyzed by Student’ s *t*-test. CA1, DG means the CA1, DG region of hippocampus. IntDen means Integrated Density, analyzed by Image J. *P < 0.05 (*N* = 9). *P < 0.05, **P < 0.01.

### Differential Expression Profile of circRNA in the Mouse Hippocampus of the Postoperative Delirium and Control Groups

Using a mouse circRNA microarray, we created a box plot to show the intensity distribution. 

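Hippocampal RNA from 3 mice of the surgery group and 3 mice of the control group was measured on 6 one-color microarrays, with 1 mouse per array. The mice were 12 months old and the tissue was taken 72 h after tibial fracture surgery or at the matching time. RNase R was used by the authors to digest linear RNA before labeling with Cy3. All arrays lay on 1 slide. The surgery arrays lay in slide columns 1, 1 and 2, and the control arrays in slide columns 2, 3 and 4. Surgery replicate 1 and all 3 control arrays lay in slide row 1, and surgery replicates 2 and 3 in slide row 2. The authors deposited the scanner's intensity of each of 15712 spots per array, without normalization between arrays. Of these spots, 14236 were probes for circRNAs, with 1 spot per probe. No spot was saturated. The median intensity of the circRNA probes on the 3 surgery arrays was 52, 59 and 60, and on the 3 control arrays 59, 52.5 and 71.5, over a median local background of 12.5 to 13. The number of circRNA probes well above background was 11997, 13009 and 12976 on the surgery arrays and 9257, 12277 and 11925 on the control arrays. The number of arrays limits the precision of every comparison.
The median signal of each spot was used because it equaled the raw intensity printed in Supplementary Table 2 on every array in all of the 1257 circRNAs read from that table, within 0.01 intensity units. Intensities were quantile normalized over all spots with limma and log2 transformed. A circRNA probe was tested if it was well above background on at least 3 of the 6 arrays, which left 12499 probes, and 14 of their spots that the scanner software marked as not uniform were left out. Surgery was compared with control by limma's moderated test with Benjamini-Hochberg adjustment, and every log2 fold change is surgery minus control. A second way of processing, called the recovered processing, was found after the data were seen by matching the normalized intensities of Supplementary Table 2. It adds a background correction (limma's normexp method with an offset of 16) before the quantile normalization, and its values differ from the printed ones by at most 5.00e-05 on the log2 scale.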

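Before normalization, the median log2 intensity of the circRNA probes lay between 5.70 and 6.16 over the 6 arrays. The array medians averaged 5.83 ± 0.11 (SD, n = 3) in the surgery group and 5.92 ± 0.23 (SD, n = 3) in the control group (exact permutation test, two-sided, p = 0.7). The interquartile range of log2 intensity averaged 1.23 ± 0.07 (SD, n = 3) in the surgery group and 1.05 ± 0.05 (SD, n = 3) in the control group. Every surgery array had a wider interquartile range than every control array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). With background corrected by the normexp method with an offset of 50, the difference between the group means of the array medians was −0.03 in place of −0.09. After normalization, the array medians lay between 5.87 and 5.89 and the interquartile ranges between 1.13 and 1.14. Quantile normalization over all spots sets the distribution of those spots equal on every array.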

We observed that the distribution of normalized intensity values was similar across the test sample (Figure 2A). The results of systematic cluster analysis showed that the expression levels of circRNA in the 6 samples were different, indicating that the expression patterns of circRNA in the surgery group were different than the control mice (Figures 2B,C). 

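The 6 arrays were compared by the Euclidean distance of their log2 normalized intensities over the 12485 tested probes with a value on every array. The mean distance was 30.8 between arrays of different groups and 25.2 between arrays of the same group. The difference of 5.60 was the largest among the 10 ways to split the arrays into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p possible). Without normalization between arrays it was 4.18, and another split of the arrays was as large or larger (exact permutation test, one-sided, p = 0.2). Over the other alternatives in processing it lay between 4.09 and 11.5. Single distances overlapped. They ran from 26.1 to 34.3 between the groups, from 22.7 to 27.6 within the surgery group and from 23.7 to 27.1 within the control group. The first principal component held 40.9% of the variance. It placed the surgery arrays between 7.73 and 14.6 and the control arrays between −15.2 and −5.46. Within each group these scores also fell with slide column. Surgery arrays scored 11.65 and 14.6 in column 1 and 7.73 in column 2. Control arrays scored −5.46, −13.3 and −15.2 in columns 2, 3 and 4. This component therefore does not tell surgery from slide position. The second component held 24.1%. The legend of the paper's clustering plot describes differentially expressed circRNAs, while all tested probes were clustered here, so the results are not directly comparable. Hierarchical clustering of the arrays into 2 clusters followed the groups with single linkage. With average, complete and Ward linkage, control replicate 1 fell in the cluster of the 3 surgery arrays. Average linkage also followed the groups under the recovered processing, and when the spots marked as not uniform were kept. Under these choices, complete and Ward linkage again placed control replicate 1 with the surgery arrays.

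**Figure D1:**
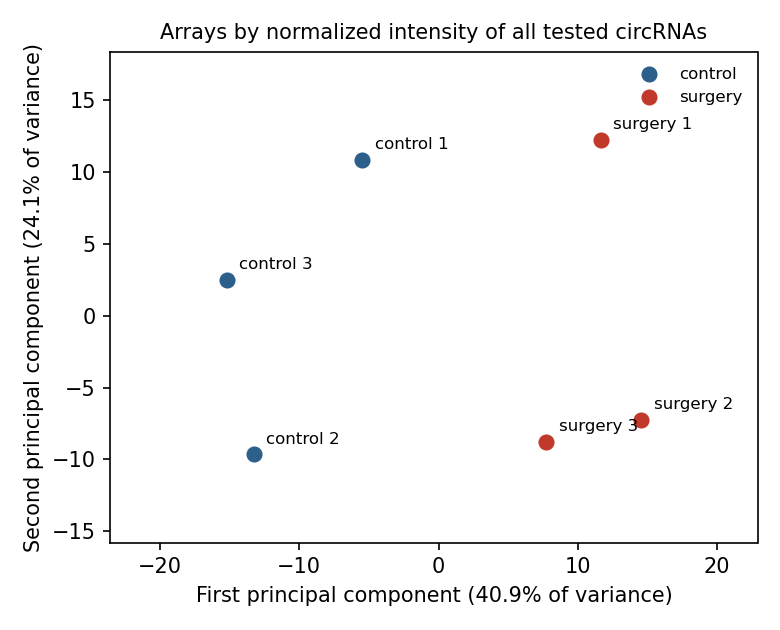
Each point is 1 array, placed by its scores on the first principal component (horizontal axis, 40.9% of the variance) and the second (vertical axis, 24.1%) of log2 normalized intensity over the tested circRNA probes. The 3 surgery arrays lie at positive scores on the first component and the 3 control arrays at negative scores. Within each group these scores also fall with slide column, so surgery and slide position are not told apart.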

Significant differences between the two groups are shown by volcanic plots (fold change ≤ −1.3 and ≥1.3, *P*-value ≤ 0.0 5) (Figure 2D). In addition, the distribution of differentially expressed circRNAs on chromosomes showed that most circRNAs were transcribed from CHR1, CHR2, CHR4, and CHR7, and few were transcribed from CHR15, CHR17, CHR19, and chrY (Figure 2E). These data suggest that the expression pattern of circRNA in the hippocampus of mice undergoing surgery is different from that of the control group. 

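In limma's moderated test, 6 of the 12499 tested circRNA probes had an adjusted p under 0.05 after Benjamini-Hochberg adjustment, and all 6 were higher after surgery on every surgery array than on every control array. The smallest adjusted p was 0.0362, and 2586 probes had an unadjusted p under 0.05. By the methods' t-test on the same values, 0 probes had an adjusted p under 0.05 and 2028 had an unadjusted p under 0.05. Without normalization between arrays, 157 probes passed the adjusted threshold. With 1 array left out, 0 probes passed it without surgery replicate 2 or 3 or control replicate 2 or 3, 14 passed it without surgery replicate 1, and 77 without control replicate 1. Of the 6 probes, 3 are listed in Table 2 (mmu_circRNA_32003, mmu_circRNA_32141 and mmu_circRNA_29678). The fourth, mmu_circRNA_28581, is exonic to Csmd3 on chromosome 15 and had a log2 fold change of 0.72 (standard error 0.10, adjusted p = 0.0442 from limma's test), with 2 of 3 control arrays well above background. The fifth, mmu_circRNA_38606, is exonic to Anapc4 on chromosome 5 and had a log2 fold change of 0.70 (standard error 0.09, adjusted p = 0.0451 from limma's test), with 2 of 3 control arrays well above background. The sixth, probe ASCRP4004774, was singled out after its values were seen and has no circRNA name in the tables used here. Its log2 fold change was 0.69 (standard error 0.09, adjusted p = 0.0363 from limma's test).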

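Chromosomes were read for 1257 circRNAs of Supplementary Table 2, all of them from its list of circRNAs with a higher mean after surgery. Together with the other circRNAs of Table 2, they bring the tested probes with a known chromosome to 10.2%, so the distribution over chromosomes was not tested. Of the 1257, 107 (8.51%) had a fold change of at least 1.3 and an unadjusted p of at most 0.05 in limma's test. By chromosome, these were 8 of 89 circRNAs on chromosome 1, 8 of 105 on chromosome 2, 11 of 80 on chromosome 4 and 5 of 69 on chromosome 7. On chromosome 15 they were 4 of 43, on chromosome 17 they were 5 of 47 and on chromosome 19 they were 3 of 45. The 1 circRNA read on chromosome Y was not among them. The largest share was 17.1% on chromosome 16, with 6 of 35. The chromosomes of the circRNAs with a lower mean after surgery were not used here.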

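Among the tested probes, 3183 (25.5%) had all 3 surgery arrays on the same side of all 3 control arrays, where 10% are expected by chance for 3 arrays against 3. Of these, 1685 were higher after surgery and 1498 were lower. The median log2 fold change over all tested probes was −0.01. The mean distance between groups, with each array left out in turn, exceeded the mean distance within groups by 4.02 to 7.35. From the clustering, the volcano plot and the chromosomal distribution, the paper proposes that the expression pattern of circRNA in the hippocampus after surgery differs from that of the control group.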

Microarray data also revealed 687 differentially expressed circRNAs, of which 500 were upregulated and 187 were downregulated. Among them, mmu_circRNA_32003 had the highest expression level, and mmu_circRNA_29619 had the lowest expression level. 

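With a fold change of at least 1.3 and an unadjusted p of at most 0.05, limma's test called 766 circRNAs, of which 524 were higher after surgery and 242 were lower. The share of higher calls was 68.4% (95% confidence interval 65.0% to 71.7%, exact Clopper-Pearson, which treats the probes as independent). The methods' t-test on the same values called 533, of which 393 were higher and 140 lower. The recovered processing with the methods' t-test called 687, of which 500 were higher and 187 lower, the numbers that the paper reports. Of these, 528 were among the 766, each in the same direction. After Benjamini-Hochberg adjustment of that t-test, 3 of its circRNAs had an adjusted p under 0.05, singled out here after their values were seen: mmu_circRNA_38356 of Nom1, mmu_circRNA_008098 of Plxdc2 and probe ASCRP4008042. The split between higher and lower calls moved with the scaling between arrays. When the processed signal was scaled to its 75th percentile over the non-control spots, 1097 were higher and 1760 lower (38.4% higher). When it was scaled over the probes detected on all 6 arrays, 750 were higher and 2431 lower (23.6% higher), with the median log2 fold change of all tested probes shifted to −0.15. With the processed signal quantile normalized, 1334 were higher and 1064 lower (55.6% higher). The number of calls, with each array left out in turn, lay between 601 and 1189, the highest without control replicate 1. Of the 524 higher calls, 38 were not well above background on any control array, while 69.1% of the higher and 96.7% of the lower calls were well above background on all 6 arrays.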

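The probe of mmu_circRNA_32003, exonic to Pias2 on chromosome 18, had a log2 normalized intensity of 6.42 ± 0.22 (SD, n = 3) in the surgery group and 5.28 ± 0.23 (SD, n = 3) in the control group. Its log2 fold change of 1.14 (standard error 0.14, adjusted p = 0.0363 from limma's test with Benjamini-Hochberg adjustment) was the largest increase among the 12499 tested probes. It was well above background on 3 of 3 surgery arrays and 1 of 3 control arrays. With each array left out in turn, the log2 fold change lay between 1.03 and 1.25. Over the alternatives in processing the adjusted p lay between 2.95e-05 and 0.704 and was under 0.05 in 14 of 24. By mean intensity over the 6 arrays it ranked 7292 among the tested probes. That rank does not order expression levels, since each probe binds with its own strength. The probe of mmu_circRNA_29619, exonic to Adcy5 on chromosome 16, had a log2 normalized intensity of 7.17 ± 0.33 (SD, n = 3) in the surgery group and 7.94 ± 0.28 (SD, n = 3) in the control group. Its log2 fold change was −0.77 (standard error 0.18, adjusted p = 0.0783 from the same limma test), and it was well above background on all 6 arrays. With each array left out in turn, it lay between −0.94 and −0.58. The adjusted p was under 0.05 in 1 of 26 alternatives (range 0.0489 to 0.704). In both circRNAs the 2 groups did not overlap (exact permutation test, two-sided, p = 0.1 for each, the smallest p possible).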

The top 10 upregulated and downregulated circRNAs were reported (Table 2).

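Each of the 20 circRNAs of Table 2 was assigned to a probe. Under the recovered processing with the methods' t-test, exactly 1 probe had the fold change and p printed for it, within 1e-04 on the fold change and 0.1% on p. For 3 of the 20, Supplementary Table 2 also pairs the circRNA with that probe, and for 17 the probe was identified only by the printed values, after the data were seen. Under that processing and test, the 10 largest increases and the 10 largest decreases among the calls are those of Table 2. In limma's test, all 20 changed in the direction that Table 2 gives, without overlap between the groups, and all 20 passed the fold change and unadjusted p thresholds. This direction was kept under every alternative tried. Neither result is independent evidence, since the list was chosen on these arrays and 17 probes were assigned by their printed change. After Benjamini-Hochberg adjustment over all tested probes, 3 of the 10 upregulated and 0 of the 10 downregulated circRNAs had an adjusted p under 0.05. Adjusted over the list alone, all 20 did, which is not independent evidence since the list was chosen on these arrays. The log2 fold changes of the upregulated circRNAs lay between 0.64 and 1.14 (adjusted p 0.0363 to 0.100), and those of the downregulated circRNAs between −0.77 and −0.58 (adjusted p 0.0572 to 0.0939). The downregulated circRNAs were all well above background on all 6 arrays, and 5 of the 10 upregulated ones were. mmu_circRNA_016934, which overlaps Gm22632 on chromosome 7, averaged 10.47 ± 0.22 (SD, n = 3) in the surgery group and 9.42 ± 0.27 (SD, n = 3) in the control group on the log2 scale (log2 fold change 1.05, standard error 0.15, adjusted p = 0.0503 from limma's test). mmu_circRNA_29678, exonic to Stxbp5l on chromosome 16, had a log2 fold change of 0.82 (standard error 0.10, adjusted p = 0.0363). mmu_circRNA_32141, exonic to Ppp6r3 on chromosome 19, was not well above background on any control array. Its log2 fold change was 0.84 (standard error 0.10, adjusted p = 0.0363 from limma's test), and over the alternatives in processing it lay between 0.51 and 2.05. With control values raised, where lower, to the lowest intensity marked as well above background, the fold was 1.78. That fold is no lower limit, since some alternatives gave smaller changes. mmu_circRNA_22546 and mmu_circRNA_43782 were well above background on 1 of 3 control arrays each, and mmu_circRNA_40596 on 2 of 3.

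**Figure D2:**
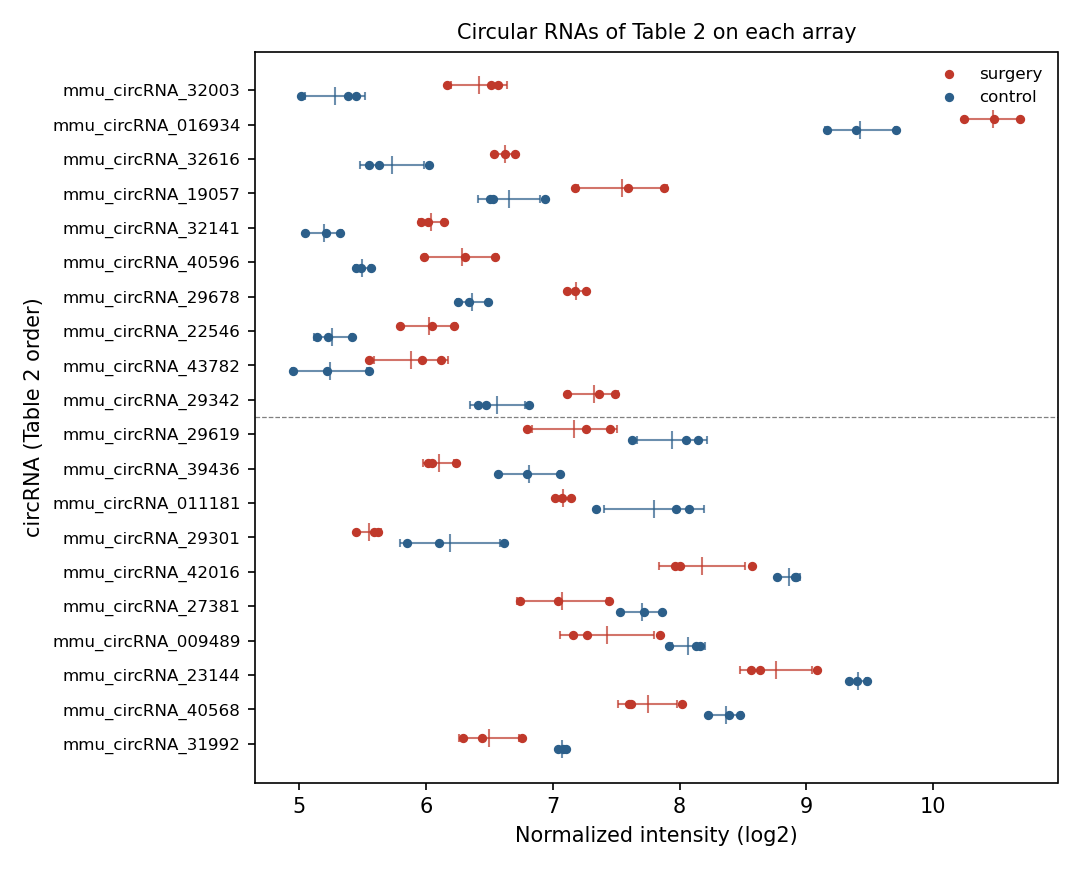
Log2 normalized intensity (horizontal axis) of each circRNA of Table 2 (vertical axis, upregulated above the dashed line and downregulated under it), with points for single arrays, vertical ticks for group means and horizontal bars for the SD (n = 3 per group). The 3 surgery arrays lie on the same side of the 3 control arrays in all 20 circRNAs, which were chosen for their change on these same arrays.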

**FIGURE 2:**
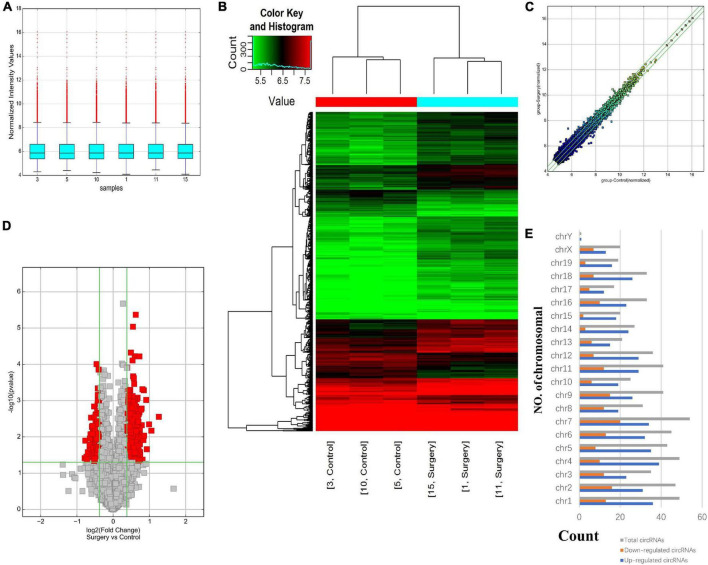
Differentially expressed profile of circRNAs and characterization between the two groups. **(A)** Box plots showing the distribution of circRNAs between the hippocampus samples, abscissa reports sample name and ordinate reports the normalized intensity values, the upper and lower sides of the rectangular box mean minimum and maximum values, the upper and lower lines of the error bars mean interquartile range, the line inside the rectangular box means median value. **(B)** Hierarchical clustering plot showing the differentially expressed circRNA profiles in the six samples. “Red” represents the higher expression, while “green” represents the lower expression level. **(C)** The difference expression of circRNA is shown by a scatter plot between the two groups. **(D)** Volcano plots visualizing the distinguishable circRNA expression, the abscissa represents significance, the ordinate represents multiple of expression difference. **(E)** Chromosomal distributions of circRNAs in the two groups.

**TABLE 2:** Biological information for the top 10 upregulated and downregulated circRNAs.

CircRNA ID	Fold change	*P*-value	Chromosome	circRNA type	Best transcript	Gene symbol
Up-regulated						
mmu_circRNA_32003	2.3956284	0.002803458	chr18	Exonic	NM_008602	Pias2
mmu_circRNA_016934	2.0784582	0.006757496	chr7	Sense overlapping	ENSMUST00000178266	Gm22632
mmu_circRNA_32616	1.9856959	0.004529479	chr19	Exonic	NM_015748	Slit1
mmu_circRNA_19057	1.9029061	0.02189749	chr12	Sense overlapping	NM_030723	Pum2
mmu_circRNA_32141	1.8831334	0.000961373	chr19	Exonic	NM_028999	Ppp6r3
mmu_circRNA_40596	1.8078959	0.009315359	chr6	Exonic	NM_011666	Uba3
mmu_circRNA_29678	1.7980695	0.000519849	chr16	Exonic	NM_172440	Stxbp5l
mmu_circRNA_22546	1.7848188	0.012217361	chr10	Exonic	NM_177368	Tmtc2
mmu_circRNA_43782	1.755117	0.042530691	chr9	Intronic	ENSMUST00000058796	Kdm4d
mmu_circRNA_29342	1.751172	0.010890393	chr16	Exonic	NM_139232	Fgd4
Down-regulated						
mmu_circRNA_29619	−1.7246528	0.038610999	chr16	Exonic	NM_001012765	Adcy5
mmu_circRNA_39436	−1.7036053	0.012698343	chr5	Exonic	NM_021311	Piwil1
mmu_circRNA_011181	−1.6684252	0.035218869	chr8	Exonic	NR_037865	Ankrd11
mmu_circRNA_29301	−1.6489009	0.041686479	chr16	Exonic	NM_008565	Mcm4
mmu_circRNA_42016	−1.6245053	0.026518293	chr7	Exonic	NM_001286689	Xndc1
mmu_circRNA_27381	−1.5951465	0.045779044	chr14	Exonic	NM_001081251	Pbrm1
mmu_circRNA_009489	−1.594478	0.047084917	chr6	Intronic	ENSMUST00000172974	Calu
mmu_circRNA_23144	−1.5695885	0.018989182	chr11	Sense overlapping	NM_001100394	4930505A04Rik
mmu_circRNA_40568	−1.5650436	0.016436792	chr6	Exonic	NM_001081146	Prickle2
mmu_circRNA_31992	−1.5592829	0.011072928	chr18	Sense overlapping	NM_145356	Zbtb7c

### Bioinformatics Analysis of the Predicted Network Genes for Differentially Expressed circRNAs

The GO and KEGG pathway analyses were performed for functional enrichment analysis of these differentially expressed circRNAs. In the GO analysis, the upregulated biological process was mainly involved in neuron projection development, as well as neuron generation, differentiation and development, while the downregulated biological process mainly included cell process and cellular macromolecule metabolism. In the GO molecular function analysis, the most significantly upregulated and downregulated GO functional items were ubiquitin-like protein ligase activity and phosphatidylinositol-3-phosphate binding, respectively. In the GO cell component analysis, the most significantly upregulated and downregulated GO functional items were synaptic function and axon function, respectively. In KEGG pathway analysis, we showed 10 upregulated pathways and 10 downregulated pathways with the most significant differences, among which upregulated pathways mainly included axonal orientation, ubiquitin-mediated proteolysis and glutamate synapses, and downregulated pathways mainly included the TGF-β signaling pathway, estrogen signaling pathway and RAS signaling pathway. 

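Table 4 lists 87 host genes of circRNAs in these pathways. Probes were found for 31 circRNAs of 30 of these host genes, 25 through the circRNAs read from Supplementary Table 2 and 6 more through Table 2. Table 4 names genes and not circRNAs, so the 25 need not be the circRNAs for which their genes were listed. A circRNA among the 25 without a change therefore does not count against the paper's list. The 25 come from the part of Supplementary Table 2 that holds only circRNAs with a higher mean after surgery, and the 6 were chosen in the paper for their change, so direction is fixed by the choice and was not tested. The 30 host genes cover 5 of the 13 genes listed for axon guidance, 6 of 11 for ubiquitin mediated proteolysis and 6 of 9 for the glutamatergic synapse. The median log2 fold change of the 25 was 0.41, with a range of 0.00 to 0.70. The lowest was that of a circRNA of E2f5, which Table 4 lists only under downregulated pathways. Of the 6 from Table 2, the circRNAs of Pias2, Slit1, Pum2 and Uba3 were higher after surgery. Those of Adcy5, which Table 4 lists under both upregulated and downregulated pathways, and of Mcm4 (mmu_circRNA_29301, log2 fold change −0.64, standard error 0.17, adjusted p = 0.0939 from limma's test) were lower. Of the 31, 19 passed the fold change and unadjusted p thresholds, 17 of them higher and 2 lower, and 23 had groups that did not overlap. The 10% that chance gives for 3 arrays against 3 is no measure for these, since the host genes were listed for their circRNAs' change on the same arrays. The circRNAs of Anapc4 and Pias2 were the 2 with an adjusted p under 0.05. mmu_circRNA_41814 of Grm5, on chromosome 7, had a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.0574 from limma's test) and was singled out after its values were seen. mmu_circRNA_26704 of Homer1, exonic on chromosome 13, averaged 7.91 ± 0.05 (SD, n = 3) in the surgery group and 7.75 ± 0.13 (SD, n = 3) in the control group on the log2 scale. Its log2 fold change was 0.16 (standard error 0.10, adjusted p = 0.366 from limma's test) and its groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p possible). The circRNA of Homer1 that the paper names is another, mmu_circRNA_26701, whose probe was not identified. The enrichment of pathways was not tested, because host genes were known for too few of the tested probes.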

The complete information of all GO functional enrichment and KEGG pathways is shown in Figure 3.

**FIGURE 3:**
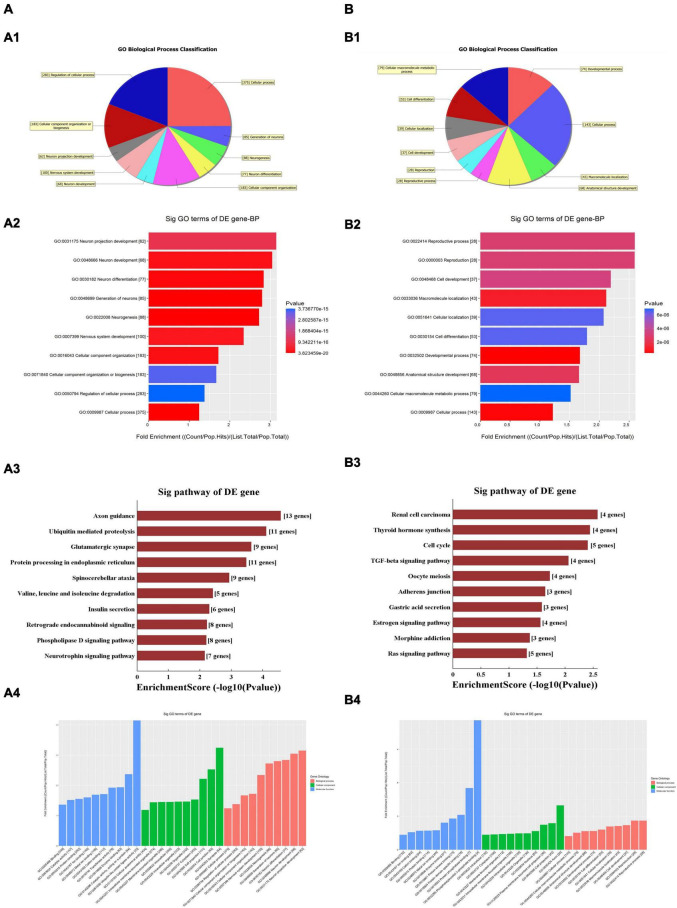
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses for upregulated and downregulated **(A,B)** circRNAs. **(A1,B1)** Classification of the GO analysis predicted biological processes. **(A2,B2)** Top 10 significantly enriched genes based on their fold enrichment scores. **(A3,B3)** KEGG pathway analysis showing the top 10 significantly enriched pathways and their scores. **(A4,B4)** GO analysis predictions in cellular component and molecular function. GO gene ontology; Sig, significantly; BP, biological processes. Selection counts, count of the genes’ entities directly associated with the listed pathway ID; Selection Size, the total number of the genes’ entities.

### Predicted miRNAs and Differentially Expressed Genes in the Pathway Map

As there are specific binding sites of miRNAs in the circRNA sequence, circRNAs can interact with miRNAs by miRNA response elements. The five miRNAs with the highest mirSVR scores among the differentially expressed circRNAs, including the top five upregulated and downregulated circRNAs, are shown in Table 3 and Figure 4. Pathway analysis is a functional analysis mapping genes to KEGG pathways. The *p*-value (EASE score, Fisher *P*-value or hypergeometric *p*-value) denotes the significance of the pathway correlated to the conditions. The lower the *p*-value is, the more significant the pathway. We provided all differentially expressed genes in the top 3 upregulated and downregulated pathways (Figure 5). The top 10 upregulated and downregulated signal pathway regulation information are shown in Table 4.

**TABLE 3:** Predicted miRNA response elements of the confirmed circRNAs.

CircRNA ID	Predicted miRNA response elements (MREs)				
	MRE1	MRE2	MRE3	MRE4	MRE5
**Up-regulated**					
mmu_circRNA_32003	mmu-miR-465c-3p	mmu-miR-465b-3p	mmu-miR-465a-3p	mmu-miR-7007-5p	mmu-miR-499-3p
mmu_circRNA_016934	mmu-miR-6955-5p	mmu-miR-7665-5p	mmu-miR-6379	mmu-miR-6988-3p	mmu-miR-5621-5p
mmu_circRNA_32141	mmu-miR-7214-5p	mmu-miR-6946-3p	mmu-miR-3071-5p	mmu-miR-26a-2-3p	mmu-miR-7021-3p
mmu_circRNA_29678	mmu-miR-1904	mmu-miR-6344	mmu-miR-6946-3p	mmu-miR-29b-2-5p	mmu-miR-21b
mmu_circRNA_22546	mmu-let-7a-2-3p	mmu-miR-677-3p	mmu-miR-3083-5p	mmu-miR-222-5p	mmu-miR-1a-3p
**Down-regulated**					
mmu_circRNA_29619	mmu-miR-1231-5p	mmu-miR-449a-5p	mmu-miR-6905-5p	mmu-miR-493-3p	mmu-miR-7034-3p
mmu_circRNA_29301	mmu-miR-7231-3p	mmu-miR-6933-3p	mmu-miR-1264-3p	mmu-miR-6999-3p	mmu-miR-6946-3p
mmu_circRNA_009489	mmu-miR-669h-5p	mmu-miR-7688-3p	mmu-miR-7652-3p	mmu-miR-7091-3p	mmu-miR-1943-3p
mmu_circRNA_40568	mmu-miR-3083-5p	mmu-miR-1903	mmu-miR-7028-3p	mmu-miR-6357	mmu-miR-6342
mmu_circRNA_31992	mmu-miR-466o-3p	mmu-miR-466f-3p	mmu-miR-466q	mmu-miR-5110	mmu-miR-466m-3p

**FIGURE 4:**
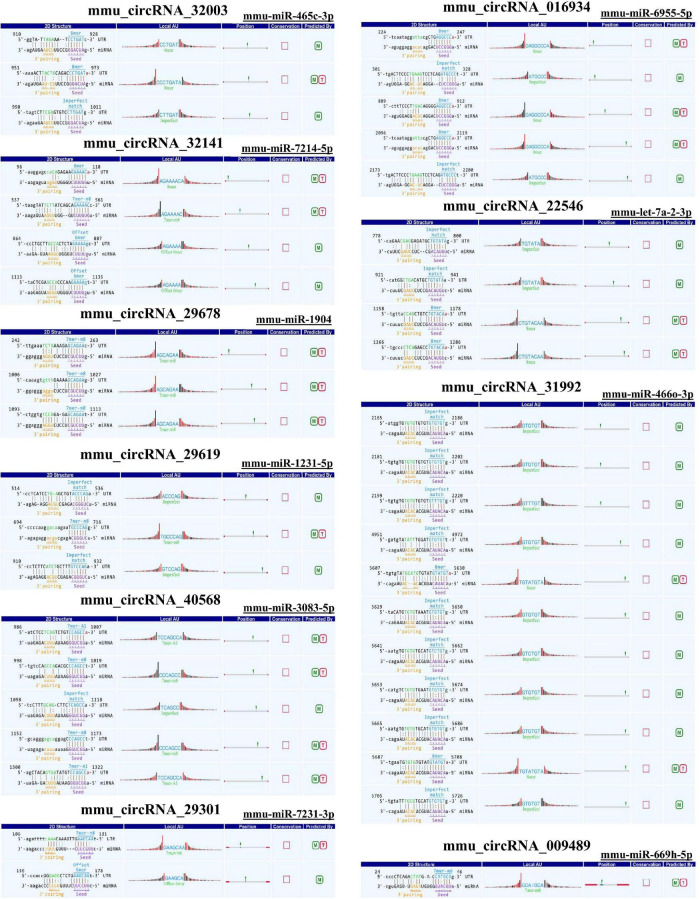
Sequence pairing predictions for circRNAs and miRNAs. Seed sequence matching predicted the direct interaction of the abovementioned circRNAs with their related miRNAs.

**FIGURE 5:**
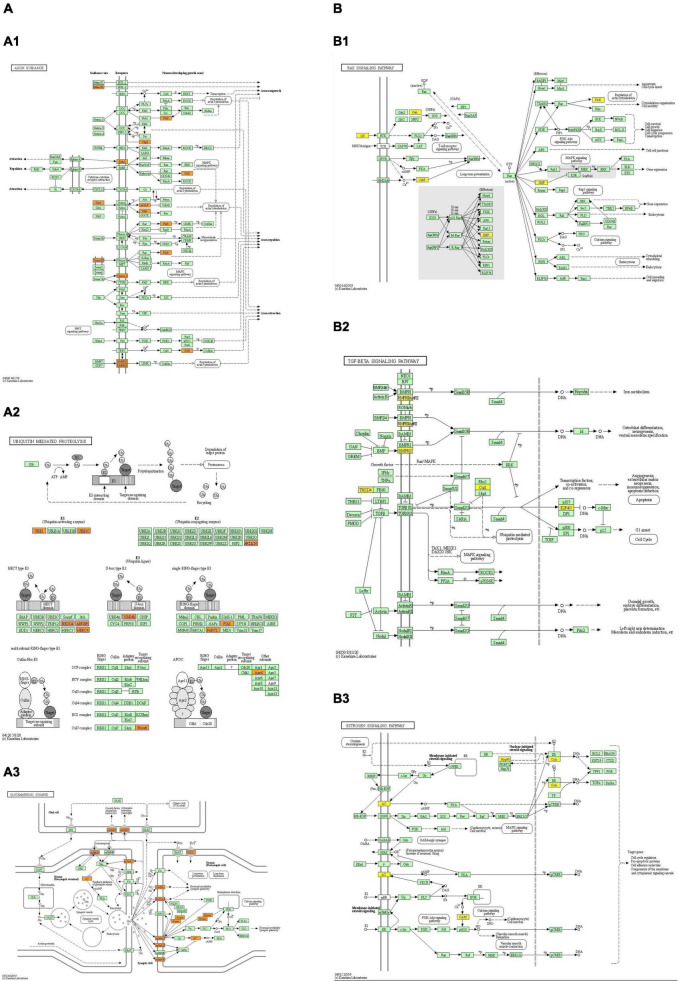
The top 3 upregulated and downregulated **(A,B)** KEGG pathway map. Orange marked nodes are associated with up-regulated or only whole dataset genes, yellow marked nodes are associated with down-regulated genes, green nodes have no significance. Up-regulated pathways: **(A1)** axon guidance; **(A2)** ubiquitin mediated proteolysis; **(A3)** glutamatergic synapses. Down-regulated pathways: **(B1)** RAS signal pathway; **(B2)** TGF- β signal pathway; **(B3)** estrogen signal pathway.

**TABLE 4:** Predicted differentially expressed genes in the top ten up-regulated and down-regulated pathways.

PathwayID	Definition	P-value	Enrichment_Score	GeneRatio	Genes
**Up-regulated**					
mmu04360	Axon guidance	0.00002702891	4.568171	0.079268	BMPR1B//BMPR2//EPHA3//EPHA6//EPHA7//NTNG2//PAK7//PLXNC1//PTPN11//SEMA4A//SLIT1//SRGAP1//SSH2
mmu04120	Ubiquitin mediated proteolysis	0.00007801933	4.107798	0.067073	ANAPC4//BIRC6//FANCL//FBXW8//HERC4//HUWE1//NEDD4L//PIAS2//UBA3//UBA6//UBE4B
mmu04724	Glutamatergic synapse	0.000232778	3.633057	0.054878	ADCY5//ADCY6//CACNA1C//GRIA1//GRIN3A//GRM3//GRM5//GRM7//HOMER1
mmu04141	Protein processing in endoplasmic reticulum	0.00033252	3.478183	0.067073	ATF6//ATXN3//CANX//MAPK10//MBTPS2//SEC23B//SEC24A//SEC24D//SEC61A2//UBE4B//UBQLN1
mmu05017	Spinocerebellar ataxia	0.001175436	2.929801	0.054878	ATXN3//GRIA1//GRIN3A//MAPK10//PIK3C3//PSMA6//PSMD8//PUM2//RELN
mmu00280	Valine, leucine and isoleucine degradation	0.003909513	2.407877	0.030488	ABAT//BCAT2//MCCC1//PCCA//PCCB
mmu04911	Insulin secretion	0.005051402	2.296588	0.036585	ADCY5//ADCY6//CACNA1C//CREB3L2//KCNN2//KCNN3
mmu04723	Retrograde endocannabinoid signaling	0.006058934	2.217604	0.04878	ADCY5//ADCY6//CACNA1C//CNR1//GRIA1//GRM5//MAPK10//NDUFA9
mmu04072	Phospholipase D signaling pathway	0.006304622	2.200341	0.04878	ADCY5//ADCY6//DGKB//GRM3//GRM5//GRM7//PIP5K1B//PTPN11
mmu04722	Neurotrophin signaling pathway	0.007022585	2.153503	0.042683	FOXO3//KIDINS220//MAPK10//NTRK3//PDPK1//PTPN11//SORT1
**Down-regulated**					
mmu05211	Renal cell carcinoma	0.0026713	2.573277	0.052632	EPAS1//GAB1//HIF1A//PAK1
mmu04918	Thyroid hormone synthesis	0.003631412	2.439925	0.052632	ADCY5//CANX//GSR//HSP90B1
mmu04110	Cell cycle	0.003972019	2.400989	0.065789	CUL1//DBF4//E2F5//MCM4//YWHAE
mmu04350	TGF-beta signaling pathway	0.008782051	2.056404	0.052632	BMPR2//CUL1//E2F5//THSD4
mmu04114	Oocyte meiosis	0.01879689	1.725914	0.052632	ADCY5//CALM3//CUL1//YWHAE
mmu04520	Adherens junction	0.02274874	1.643043	0.039474	NLK//PARD3//PTPRF
mmu04971	Gastric acid secretion	0.02623478	1.581123	0.039474	ADCY5//CALM3//KCNQ1
mmu04915	Estrogen signaling pathway	0.02763593	1.558526	0.052632	ADCY5//CALM3//HSP90B1//NCOA1
mmu05032	Morphine addiction	0.04286854	1.367861	0.039474	ADCY5//PDE2A//PDE8B
mmu04014	Ras signaling pathway	0.04831079	1.315956	0.065789	BRAP//CALM3//GAB1//IGF2//PAK1

### Amplification and Identification of Differentially Expressed circRNAs

To further verify the accuracy of the results, we randomly selected 5 pairs of differentially expressed circRNAs for further qRT–PCR analysis and identified the PCR results through dissolution curve analysis. Thus, the primers can specifically amplify the post-splicing sites of circRNA (Figure 6A). Compared with the control group, mmu_circRNA_32003, mmu_circRNA_016934, mmu_circRNA_32141, mmu_circRNA_29678, and mmu_circRNA_22546 expression increased, and the expression levels of mmu_circRNA_29619, mmu_circRNA_40568 and mmu_circRNA_31992 decreased (Figure 6B). The results of qRT–PCR analysis is consistent with those of our microarray analysis, which confirms the reliability of the microarray data. Finally, we found that Circ_Homer1 was the specifically altered circRNA in the regulation of all differential signaling pathways in the synaptic regulation of glutamate release. We confirmed by qRT–PCR that Circ_Homer1 and Homer1 expression levels increased in the hippocampal tissues of the surgery group (Figures 6A,B).

**FIGURE 6:**
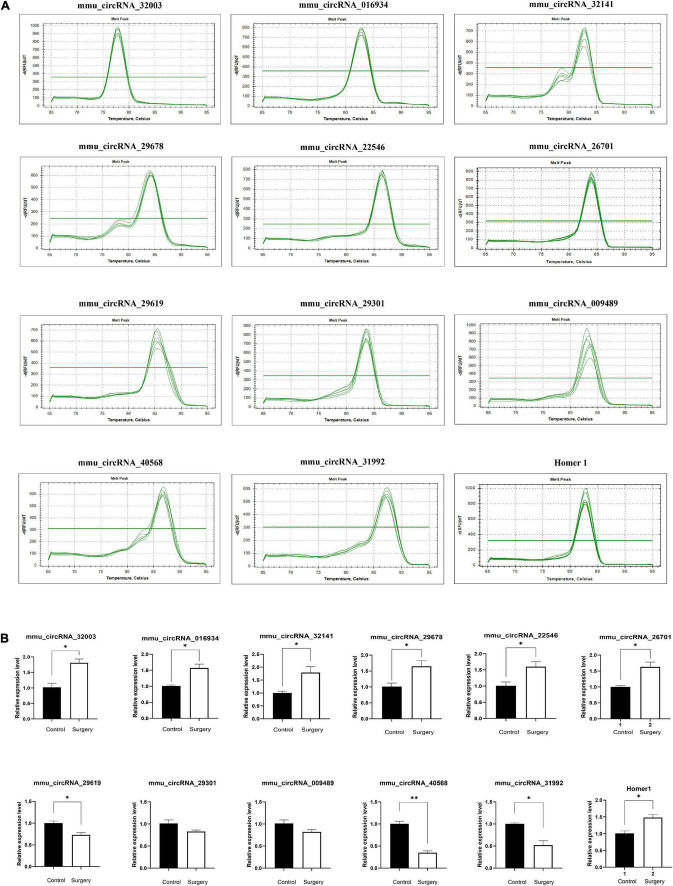
Amplification and identification of differentially expressed circRNAs. **(A)** The melt curves of the identified distinguishable expressed circRNAs. **(B)** qRT-PCR showing the expression levels of circRNAs between the two groups. Homer1 mRNA was used to detect the expression level of Homer1 gene, while mmu_circRNA_26701 was a circular RNA transcribed from Homer1 gene. Data are presented as means ± SEM, analyzed by Student’s *t*-test. *P < 0.05, ^**^P < 0.01. (*N* = 6).

## Discussion

In this study, we selected 12-month-old mice as the research subjects. The POD model was established by intramedullary nail fixation of tibial fractures as reported in previous studies (Feng et al., 2017; Xiong et al., 2018), and, for the first time, the HE staining index of hippocampal neurons was used to evaluate modeling success. Subsequently, 3 pairs of POD mice and normal control mice were randomly analyzed by microarray, and 14,236 differentially expressed circRNAs were identified in the hippocampus. 

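The array holds 14236 circRNA probes. Of these, 887 were well above background on none of the 6 arrays, 390 on 1, 460 on 2, 461 on 3, 656 on 4, 2168 on 5 and 9214 on all 6. Those well above background on at least 3 arrays make up 87.8% of the circRNA probes.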

A total of 687 differentially expressed circRNAs were identified, including 500 upregulated genes and 187 downregulated genes. GO and KEGG pathway enrichment analyses of the differentially expressed genes indicated that Axon guidance, Ubiquitin proteolysis and Glutamatergic synapse pathways were upregulated, while RAS, TGF-β and Estrogen signaling pathways were downregulated. We also noticed that HOMER1 gene was specifically increased in Glutamate synaptic pathway. Further data analysis found that mmu_circRNA_26701 expression level increased significantly and was transcribed from the HOMER1 gene. Subsequently, we verified the high expression of mmu_circRNA_26701 and HOMER1 by qRT–PCR. Therefore, our study identifies novel circRNAs that may be involved in the regulation of POD progression, which may provide new targets for the treatment and intervention of this refractory disease.

Although similar studies have been conducted before (Wu Y. Q. et al., 2021), we still have some innovations in this study. First, we chose 12-month-old mice as subjects to avoid the potential influence of age (which may have resulted in cognitive deficits before the experiment) (Benice et al., 2006). This may provide new insights into the pathogenesis of POD. Second, in the FCT test, we trained mice with sound (5,000 Hz, 80 dB and 30 s) and electric stimulation (0.8 mA, 2 s). These methods have been well validated in previous studies (Feng et al., 2017; Wei et al., 2017). Third, in POD modeling, we used intramedullary nail fixation instead of intramedullary nail implantation of tibial fracture, and how changing the modeling method affects the outcome is unknown. Fourth, we stained the hippocampal tissues of mice with HE and found neuronal contraction and neurofibrillary tangles in the DG and CA1 areas of hippocampal tissue after surgery, which was consistent with the conclusion of Chen et al. (2021) based on cognitive dysfunction after fine particulate matter (PM2.5) exposure, which provides new evidence for POD modeling. Fifth, Wu Y. Q. et al. (2021) analyzed the interaction between proteins mainly through microarray chip technology and Cytoscape technology and predicted that the HUB genes were regulated by circRNAs. Our study focused more on the effects of circRNAs on synaptic function. Sixth, they identified only a small number of differentially expressed genes. Therefore, our study provides new insights into animal age selection, modeling methods, modeling success criteria, and experimental purposes. These rigorous and unique choices provide strong support for a new understanding and reliability of conclusions on the pathogenesis of postoperative delirium, and they may expand our traditional understanding of the pathogenesis of POD.

As indicated in GO and KEGG analyses, the target genes of these circRNAs are involved in neural development and differentiation (GO: 0031175) (GO: 0048666) (GO: 0030182) (GO: 0007399) and synapses (GO: 0045202), and KEGG pathway analysis showed that the upregulated pathways mainly included axonal orientation, ubiquitin-mediated proteolysis, glutamate-energy synapses, phospholipase D signaling pathway, and neurotrophin signaling pathway. Downregulated pathways mainly include the TGF-β signaling pathway, estrogen signaling pathway, RAS signaling pathway, etc. KEGG analysis has enriched the regulatory network of multiple signaling pathways in POD progression, and many signaling pathways have been fully validated in AD models. For example, axon-guiding molecules play a role in the occurrence and development of AD by participating in different mechanisms (Zhang et al., 2021). Dysregulation of UPP (ubiquitin–proteasome pathway) protein degradation contributes to cognitive impairment in aging and AD (Hegde et al., 2019), and in particular, the local regulation of ligases in neurons may be important (Hegde and Upadhya, 2007). Similarly, age-related cognitive decline is associated with synaptic loss and/or changes in synaptic proteins (Pereira et al., 2014). While estrogen signaling pathways have been reported to play an important role in cognitive protection (Engler-Chiurazzi et al., 2017; Hwang et al., 2020), TGF-β and RAS signaling pathways are involved in the regulation of inflammation and apoptosis, leading to cognitive impairment (Kirouac et al., 2017; Kashima and Hata, 2018). It has been reported that the parent gene ITSN1 of Hsa_CircRNA_061570 impairs synaptic plasticity and learning and memory function of AD by activating RAS-JNK signaling pathway (Yarza et al., 2015). Therefore, our GO and KEGG analyses obtained more differentially expressed genes, which expanded the signaling pathways previously dominated by inflammation and apoptosis, so that more target genes were enriched in different signaling pathways, especially in the regulation of nervous system development and synaptic function.

At present, glutamate *trans*-synaptic transmission is considered to be closely related to the development and treatment of various mental health and cognitive diseases. Glutamate signals are processed by a variety of receptors, mainly including metabolic glutamate receptors (MGluRs), which regulate downstream Ca^2+^ signals by interacting with the scaffold protein Homer 1 (Conway, 2020; Gigg et al., 2020). Wagner et al. (2013) demonstrated that acute stress leads to cognitive deficits mediated by mGluR5/Homer 1 signaling in the hippocampus. Homer 1, a recognized regulator of synaptic plasticity and neuronal excitability, has been implicated in a plethora of mental health and cognitive disorders, including schizophrenia and depression (Hu et al., 2010; Wagner et al., 2013; Serchov et al., 2020). Zimmerman et al. (2020) demonstrated that CircHomer1a is involved in the regulation of frontal cortex development, which is necessary for cognitive flexibility, and it strongly alters the expression of many mRNA isomers of genes associated with synaptic function and psychiatric disorders. In our study, high expression of Homer1 in the differentially expressed genes of glutamate synapses was also found. Further tracing revealed that mmu-circrNA_26701 was transcribed from it. Then, qRT–PCR was used to verify the high expression of Homer1 and circRNA_26701, which was consistent with the expected results. However, until now, POD-related circRNAs have not been shown to be involved in the regulation of synaptic function. Therefore, we plan to explore the molecular mechanism underlying the regulation of synaptic function by circRNAs in the progression of POD in further experiments.

### Limitations

First, the assessment of cognitive impairment mainly relied on the TFC test and did not use the Morris water maze, but HE staining of hippocampal neurons provided new evidence. Second, the possible role of circRNA is mainly based on bioinformatics prediction. Although qRT–PCR verified the differential gene expression level, whether the identified circRNA truly regulates the progression of POD still needs further experimental verification. Third, we only analyzed circRNAs associated with POD in tibial fractures and did not verify whether other types of surgery, such as splenectomy, had similar results. Fourth, our short follow-up time made it impossible to evaluate the influence of circRNAs on long-term cognitive impairment.

## Conclusion

We screened the differentially expressed circRNAs in the hippocampus of POD mice using gene chip technology and predicted the genes with significantly differentially expressed circRNAs and related pathways through GO functional enrichment and KEGG pathway analysis. Combined with literature reports and expanded sample validation, we screened some interesting circRNA and parental gene pairs. It is hypothesized that these circRNAs may interact with their corresponding encoding genes to regulate the function of target genes. However, whether these associations play an important role in POD development remains to be further studied.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190880.

## Ethics Statement

This animal study was reviewed and approved by Ethics Committee of the First Affiliated Hospital of Chongqing Medical University (2021-718).

## Author Contributions

WR conceived and designed the study and interpreted the results. NL, RY, and ZW performed the experiments and prepared the initial draft of the manuscript. NL and JG supervised the project. All authors read and approved the final submission.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

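Hippocampal RNA of 6 male C57BL/6J mice aged 12 months was measured, 3 from the surgery group and 3 from the control group, each on its own one-color array. The authors digested linear RNA with RNase R, labeled the rest with Cy3, hybridized it to the Arraystar mouse circular RNA array and read the scanned images with Agilent Feature Extraction. For each spot the authors deposited the median signal and the median local background as an intensity without normalization between arrays, a processed signal as an intensity after background subtraction and spatial detrending, and marks of 0 or 1 (for example, well above background or not uniform). The header values for the multiplicative part of the detrending are 0 on control replicates 2 and 3.

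The choice of samples, comparisons, tests and most alternatives was made before the data were examined. The median signal was taken because its values equal the raw intensities that Supplementary Table 2 prints. Only the first 1257 circRNAs of that table's list of 6091 with a higher mean after surgery were read, and its list of circRNAs with a lower mean was not used here. Quantile normalization over all spots came closest to the printed normalized intensities among the planned ways to normalize (root mean square difference 0.161 on the log2 scale), with the same difference when control spots were left out. A spot counted as detected when the software marked it as well above background and as positive and significant. The methods' wording of the filter does not fix a number that applies to 6 arrays, so a probe was kept if detected on at least 3 of 6. Of the circRNA probes' spots, 17 marked as not uniform were set to missing. Repeated spots of other probes were averaged.

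Surgery was compared with control probe by probe with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 12499 tested probes. Calls at a fold change of at least 1.3 and an unadjusted p of at most 0.05 were counted as well, since the methods name these thresholds. Single values were compared with exact permutation tests over the 10 splits of 6 arrays into 3 and 3, whose smallest p is 0.1. A probe whose control arrays were all not well above background was also given a second fold. For it, each control array's value was raised, where lower, to the lowest intensity that the software marked as well above background. This second fold holds for the processing used here and is not a limit over the alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and jsonlite 2.0.0 read the sample descriptions.

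The circRNAs named in the text are those the paper names in its text, Table 2, Table 3 and Fig. 6 whose probe could be identified, the Homer1 circRNAs of Supplementary Table 2, and the 5 largest changes in each direction among probes with an adjusted p under 0.05 whose groups did not overlap. Host genes of Table 4 were summarized as a group. Any other circRNA is marked as singled out after its values were seen. The 20 circRNAs of Table 2 were assigned to probes by their printed fold change and p, which for 17 of them was done after the data were seen. The probe of mmu_circRNA_26701 was not identified, and no array value is given for it.

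The steps were tested on simulated arrays with 12499 probes, of which 200 were changed, at 3 arrays against 3. With an adjusted p under 0.05, limma's test found 72% of the 1.5-fold changes, 94% of the 2-fold changes and 100% of the 4-fold changes, and 11 of its 194 calls were false. The methods' t-test found 46% of the 2-fold changes. With no probe changed, 0 calls passed the adjusted threshold and 124 passed the fold change and unadjusted p thresholds. The noise was drawn for each probe independently, with only a common shift for each array. Effects shared by many probes of an array, such as slide position, were not simulated. False calls on the real arrays can therefore be more numerous than these counts.

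The alternatives were the methods' t-test, an intensity trend and array weights in limma, scaling to the 75th percentile over 2 sets of probes, no normalization, cyclic loess, background correction by normexp with an offset of 50, the processed signal, normalization without control spots, 4 other filters, a block for the replicate number, and each array left out in turn. The mean signal that normexp usually takes was not used here, and the median signal took its place. Alternatives added after seeing the data were the recovered processing (normexp with an offset of 16 over all spots, then quantile normalization) with limma's test and with the methods' t-test, slide row as a block, slide column as a covariate, and keeping the spots marked as not uniform. Enrichment of pathways, the network of microRNAs, behavior and histology were left out, as they do not follow from the array intensities alone.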

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

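Both tests of the signals in this part were chosen after the result was seen.

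The paper does not discuss 3 probes whose intensity was higher after surgery than in the control group at an adjusted p under 0.05. mmu_circRNA_28581 of Csmd3 had a log2 fold change of 0.72 (adjusted p = 0.0442 from limma's test) and probe ASCRP4004774 one of 0.69 (adjusted p = 0.0363). The third, AS_circRNA_control3000011, is among the 14 probes that the array's maker placed as circRNA controls, with 10 spots per array. It averaged 8.87 ± 0.10 (SD, n = 3) in the surgery group and 8.37 ± 0.09 (SD, n = 3) in the control group, a log2 fold change of 0.51 (standard error 0.09, adjusted p = 0.0151 from limma's test over the 14). What it binds is not stated in the tables used here. For each of the 3 probes, 3 of 3 surgery arrays lay above 3 of 3 control arrays. mmu_circRNA_28581 was well above background on 2 of 3 control arrays.

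Normalization as the whole cause is argued against, since all 3 stayed higher after surgery under every normalization tried, with a smallest log2 fold change of 0.47. The position on the slide stays open. With slide column in the fit, 119% of the difference was left for mmu_circRNA_28581, 93.7% for ASCRP4004774 and 63.1% for AS_circRNA_control3000011, but the surgery and control arrays share only column 2, so position and surgery cannot be told apart for these probes. An effect of surgery on these RNAs is also open and was not tested separately. If the control probe binds an RNA added in a fixed amount, its difference could reflect a step in the handling of the arrays. The 63.1% that remained does not decide this. After normalization the 14 circRNA control probes went both ways (7 lower, 7 higher, median log2 fold change 0.002). Without normalization 13 of them were higher and 1 lower (median 0.287). These values do not decide it either, since what the probes bind is not stated.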

How the results depend on the processing

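The recovered processing, slide row, slide column and the spots marked as not uniform kept were chosen after seeing the data.

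The number of circRNAs with an adjusted p under 0.05, 6 as reported, stayed within 1.5 times that under 2 of 26 alternatives (probes detected on at least 2 arrays, and spots marked as not uniform kept). It was 0 with the methods' t-test, normexp with an offset of 50 and probes detected on all 6 arrays (unadjusted p under 0.05 in 2028, 2502 and 1935 probes). It was also 0 with probes with a mean above the median of all probes and slide column as a covariate (unadjusted p under 0.05 in 1519 and 844 probes). It was 153 with an intensity trend, 113 with array weights, 13 and 1 with the 75th percentile over the non-control spots and over the probes detected on all 6 arrays, 157 without normalization, 13 with cyclic loess, 84 with the processed signal quantile normalized, 10 without control spots in the normalization, 10 without a filter, 199 with the replicate block, 55 with the recovered processing and 3 with that processing and the methods' t-test. The replicate numbers do not pair the mice, so the block is given only for its effect. With each array left out in turn, the number lay between 0 (without surgery replicate 2 or 3, or control replicate 2 or 3) and 77 (without control replicate 1). The cause was not tested, apart from control replicate 1, which is taken up among the other observations.

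The number of calls by fold change and unadjusted p, 766 as reported, stayed within 1.5 times that under 19 of 26 alternatives. It was 2857 and 3181 with the 75th percentile over the non-control spots and over the probes detected on all 6 arrays, 1334 without normalization, 274 with normexp with an offset of 50, 2398 with the processed signal quantile normalized and 1219 with slide row as a block. With each array left out, it lay between 601 and 1189, the highest without control replicate 1. The cause was not tested.

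The share of higher calls, 68.4% as reported, reversed to 38.4% and 23.6% with the 75th percentile over the non-control spots and over the probes detected on all 6 arrays. The median log2 fold change of all tested probes was −0.064 and −0.145 there, against −0.006 as reported. Scaling moves all probes of an array alike, so part of the reversal can be such a shift. Under the other alternatives more calls were higher than lower. The share was 73.7% with the methods' t-test, 72.9% without normalization, 62.4% with normexp with an offset of 50, 55.6% with the processed signal quantile normalized, 61.0% for probes detected on all 6 arrays, 62.9% for probes above the median, 72.8% with the recovered processing and the methods' t-test, 61.4% with slide row and 58.7% with slide column. With each array left out, it lay between 62.7% and 70.4%. The cause was not tested.

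The arrays of different groups were farther apart than those of the same group under all 19 alternatives tried. All 611 values of the 24 named circRNAs under alternatives kept their direction. All of these circRNAs except mmu_circRNA_26704 were chosen for their change on these same arrays. With slide row as a block, only row 1 holds both groups, so those values compare surgery replicate 1 alone with the 3 control arrays. That lone array is assumed to vary like the others, so no count or share of calls is printed for this block. The totals of 26 alternatives still include it. The values with slide row as a block do not test slide position. A block for slide or scan was not run, because all 6 arrays lie on 1 slide. Dim probes limit the folds: among the 12499 tested probes, 9214 were well above background on all 6 arrays.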

Differences from the paper's values

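The opening of the paper's Discussion gives the paper's value of 14236 differentially expressed circRNAs, where limma's test called 766 at a fold change of at least 1.3 and an unadjusted p of at most 0.05. No alternative set before the data were examined brought the number within 1.5 times of 14236, and the highest was 3181, with the 75th percentile of the processed signal over probes detected on all 6 arrays. The number of circRNA probes on the array is 14236, and the paper's Abstract gives that number as the circRNAs identified. The next sentence of the Discussion gives 687 as differentially expressed. The value of 14236 therefore reads as the number of circRNAs measured. For the paper's other totals (687, of which 500 higher and 187 lower), the reported numbers here (766, 524 and 242) are within 1.5 times. The recovered processing with the methods' t-test, chosen after seeing the values, gives 687, 500 and 187.

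The paper states that mmu_circRNA_32003 was expressed at the highest level among the differentially expressed circRNAs and mmu_circRNA_29619 at the lowest. By mean intensity, 561 of the 766 calls were brighter than mmu_circRNA_32003 and 606 were dimmer than mmu_circRNA_29619. Each probe binds with its own strength, so brightness across probes does not rank expression levels and does not decide the paper's statement. By log2 fold change, mmu_circRNA_32003 ranked 1 among the higher calls. mmu_circRNA_29619 ranked 7 among the lower calls of limma's test, behind 6 probes without a circRNA name in the tables used here, whose log2 fold changes ran from −1.36 to −0.81. With the methods' t-test on the same values, set before the data were examined, it ranked 1 among the lower calls, as it did with the recovered processing and that t-test, chosen after seeing the values.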

Other observations

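In this part, the tests of other splits, of slide position, of normalization and of brightness without a filter among dim probes, and of the negative control probes were chosen after the result was seen.

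The 6 arrays can be split into 3 and 3 in 10 ways. The split into surgery and control was the only 1 with any probe at an adjusted p under 0.05 in limma's test (6, against 0 in each other split), and it had the most calls by fold change and unadjusted p (766, against at most 316). A result as large came from 1 of 10 splits in both counts. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count.

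Before normalization, log2 intensity was spread more widely on the surgery arrays than on the control arrays. Without normalization, the difference between the groups rose with mean log2 intensity over the 12499 tested circRNA probes (slope 0.118, exact permutation test, two-sided, p = 0.1, the smallest possible). A step that acts on every probe of an array, such as labeling or scanning, would also give a positive slope over the 50 probes for linear mRNA. Their slope was 0.04 (exact permutation test, two-sided, p = 0.6), and they reach a mean log2 intensity of only 8.01, against 16.1 for the circRNA probes. The 2 slopes were not tested against each other. Such a step and a difference between the RNA of the groups cannot be told apart from this slope of 0.0361, because the spread between arrays is large and the linear mRNA probes are dim. Of the 14 circRNA control probes, 13 were higher after surgery without normalization (median log2 fold change 0.287), 6 of them with groups that did not overlap. In limma's test over the 14, 5 had an adjusted p under 0.05. What these probes bind is not stated, so they do not decide it either.

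The arrays that lay far apart on the slide also differed more. Pairs of arrays at least 2 columns apart had a mean distance of 31.3, and closer pairs one of 26.7. The difference of 4.66 was the largest of 18 arrangements of the columns within the groups (exact permutation test, one-sided, p = 0.0556, the smallest possible). The only far pair within a group was control replicates 1 and 3. Its distance of 25.1 lay between those of the closer control pairs (27.1 and 23.7). The pattern in the distances thus rests on pairs of arrays from different groups. Scores on the first principal component, however, also fell with slide column within each group. With slide column in the fit, 0 probes had an adjusted p under 0.05 in limma's test (smallest 0.704, range over alternatives for the number 0 to 199), and 844 had an unadjusted p under 0.05. Position and surgery cannot be told apart, because the groups share only column 2. An effect of surgery stays open beside it.

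Higher calls outnumbered lower calls among dim probes. Among 5 equal groups of tested probes by mean intensity, the dimmest had 73 higher and 9 lower calls, and the brightest had 136 higher and 138 lower. The filter on dim probes as the whole cause is argued against. The 1737 circRNA probes that it left out had 10 higher and 7 lower calls, a difference of −3 for lower minus higher. Without a filter, the dimmest of 5 equal groups of all 14236 circRNA probes had 35 higher and 9 lower calls and the next 99 and 16. Over the probes detected on all 6 arrays, the dimmest group had 16 higher and 19 lower calls, but the next groups had 78 and 18, and 76 and 24, and that choice leaves out probes that are dim in the control group. The normalization stays open. Without it the dimmest group had 18 higher and 98 lower calls, but its median log2 fold change was then −0.13, so a shift of whole arrays and the normalization cannot be told apart. The lean also went the other way with the 75th percentile over non-control spots (221 higher, 508 lower, median log2 fold change −0.165). The same held over the probes detected on all 6 arrays (174 higher, 599 lower). It stayed with cyclic loess (81 higher, 5 lower), the recovered processing (111 and 26) and control spots left out of the normalization (68 and 9). It nearly vanished with the processed signal quantile normalized (345 higher, 322 lower). With normexp and an offset of 50, the dimmest group had 0 calls. A biological difference between dim and bright circRNAs was not tested and stays open.

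Without control replicate 1, 77 probes had an adjusted p under 0.05, against 6 with all arrays. That array had the fewest circRNA probes well above background (9257). The low number as the whole cause is argued against, because over the 9214 probes well above background on all 6 arrays, leaving it out raised the adjusted calls from 0 to 13 (unadjusted p under 0.05 in 1935 and 2008 probes) and the calls by fold change and unadjusted p from 590 to 970. Other differences of this mouse or array stay open and were not tested.

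The 15 negative control probes lay lower on the surgery arrays, with a median log2 fold change of −0.15 (14 of 15 lower, 9 with groups that did not overlap, where 10% are expected by chance). In limma's test 1 of them, MM9NEGATIVE008, had an adjusted p under 0.05 over the 15 (log2 fold change −0.28, adjusted p = 0.0366, lower in 3 of 3 surgery arrays), singled out after its values were seen. Quantile normalization as the whole cause is argued against. With the processed signal scaled to its 75th percentile over non-control spots, 15 of 15 were lower (median −0.69), 11 of them with groups that did not overlap. The median over all tested circRNA probes was −0.06. Dim circRNA probes stood closer to the negative controls, with medians of −0.165 in the dimmest of the 5 brightness groups and −0.215 in the next. With cyclic loess, 14 of 15 were lower (median −0.15), 7 of them with groups that did not overlap. Without normalization 15 of 15 were lower, but in 0 of them were the groups free of overlap and 0 had an unadjusted p under 0.05 in limma's test (smallest adjusted p = 0.346), which decides nothing. The 50 linear mRNA probes leaned the same way (34 lower, median −0.06), and 0 of them had an adjusted p under 0.05 in limma's test (14 at an unadjusted p under 0.05). More complete removal of linear RNA from the surgery samples stays open too. The median of the linear mRNA probes lay 0.09 above that of the negative control probes, but the linear mRNA probes went both ways, which does not decide it (difference 0.0918). No biological explanation was tested.

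In Table 4 of the paper, 3 host genes (ADCY5, BMPR2 and CANX) appear under both the upregulated and the downregulated pathways.

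Supplementary Table 1 of the paper gives the paper's qRT-PCR values for 12 targets in 3 sets. In 4 of its 270 wells the threshold cycle and the mean threshold cycle beside it differ by a whole number. All 4 are surgery wells of set 1, with 1 well of mmu_circRNA_016934 (28.2 and 31.2 cycles) and 3 wells of mmu_circRNA_22546 (each by 1 cycle). From the paper's threshold cycles, the level in the surgery group relative to control in that set is 1.70 for mmu_circRNA_016934 and 1.35 for mmu_circRNA_22546, and from the mean column it is 0.851 and 0.674. The paper's control threshold cycle of mmu_circRNA_40568 is 35.3 in set 1 and 28.4 and 28.2 in the other sets, and that of mmu_circRNA_31992 is 28.2 in set 1 and 35.7 and 35.4 in the other sets. mmu_circRNA_29301 and mmu_circRNA_009489 were measured too, with relative levels from the paper's values of 0.595 to 0.829 and 0.665 to 0.816. The relative level of mmu_circRNA_26701 was 1.32 to 1.67 and that of Homer1 mRNA 1.47 to 1.63, both higher in 3 of 3 sets. In the paper's Table 1, the reverse primer of 5 targets is the forward primer of the next target (from mmu_circRNA_32141 to mmu_circRNA_29678 to mmu_circRNA_22546, and from mmu_circRNA_29301 to mmu_circRNA_009489 to mmu_circRNA_40568 to mmu_circRNA_31992), and the forward primer of mmu_circRNA_26701 lies within the array probe of mmu_circRNA_26704, another circRNA of Homer1. Which RNA the levels of these targets measure is therefore not settled by the printed primers.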
